# Comparative Transcriptome Analysis of Genes Involved in Anthocyanin Biosynthesis in Red and Green Walnut (*Juglans regia* L.)

**DOI:** 10.3390/molecules23010025

**Published:** 2017-12-22

**Authors:** Yongzhou Li, Xiang Luo, Cuiyun Wu, Shangyin Cao, Yifei Zhou, Bo Jie, Yalong Cao, Haijun Meng, Guoliang Wu

**Keywords:** red walnut, leaf and peel, anthocyanins, transcriptome analysis, differentially expressed genes (DEGs), quantitative real-time PCR (qRT-PCR)

## Abstract

Fruit color is an important economic trait. The color of red walnut cultivars is mainly attributed to anthocyanins. The aim of this study was to explore the differences in the molecular mechanism of leaf and peel color change between red and green walnut. A reference transcriptome of walnut was sequenced and annotated to identify genes related to fruit color at the ripening stage. More than 290 million high-quality reads were assembled into 39,411 genes using a combined assembly strategy. Using Illumina digital gene expression profiling, we identified 4568 differentially expressed genes (DEGs) between red and green walnut leaf and 3038 DEGs between red and green walnut peel at the ripening stage. We also identified some transcription factor families (*MYB*, *bHLH*, and *WD40*) involved in the control of anthocyanin biosynthesis. The trends in the expression levels of several genes encoding anthocyanin biosynthetic enzymes and transcription factors in the leaf and peel of red and green walnut were verified by quantitative real-time PCR. Together, our results identified the genes involved in anthocyanin accumulation in red walnut. These data provide a valuable resource for understanding the coloration of red walnut.

## 1. Introduction

Walnut (*Juglans regia* L.) is an economically important fruit tree that is cultivated worldwide. Walnuts are composed of the peel, shell, and kernel. The kernel is very nutritious, and has been referred to as “the greatest super food” [1]. Walnut kernels are rich in unsaturated fatty acids, protein, carbohydrates, cellulose, vitamins, calcium, phosphorus, iron, and a variety of polyphenols with antioxidant properties [2]. Both the leaf and peel of cultivated walnut varieties are green, and the kernel is yellowish-white or brown. Some red-kernel walnut varieties exist in China, and these may be rare and precious resources for walnut breeding [2]. Recently, the new red walnut cultivar ‘Robert Livermore’, which is rich in anthocyanins, was developed in the USA [3]. Red walnut achieves a higher market price than the traditional varieties because of its unique color. 

Anthocyanins are secondary metabolites that play significant roles in pigmentation. Previous studies have shown that anthocyanin accumulation can improve resistance to *Botrytis cinerea* in grape [4] and improve the nutritional status of carob [5]. Anthocyanins participate in defense responses against pathogens, and protect plants from strong light and ultraviolet radiation. They have antioxidant properties and scavenge free radicals produced in cells under stress [6,7,8,9]. Anthocyanins have been shown to have anti-tumor activities [10,11,12,13] and to protect against coronary heart disease. Carotenoids and anthocyanins affect fruit and leaf color, and their accumulation in fruits and vegetables determines maturity and quality. The most widespread anthocyanins in plants are pelargonidin, cyanidin, delphinidin, paeonidin, petunidin, and malvidin [14]. Anthocyanins accumulate in flowers and fruits of plants and are responsible for the rich colors that attract pollinators and seed dispersers [15]. 

In *Arabidopsis thaliana*, the structural enzymes in the anthocyanin biosynthetic pathway include the upstream components chalcone synthase (encoded by *CHS*) and chalcone isomerase (encoded by *CHI*) and the downstream components dihydroflavonol 4-reductase (encoded by *DFR*), anthocyanidin synthase (encoded by *ANS*), and others [16]. The genes encoding these enzymes show different expression patterns in different species during growth [17]. As well as structural genes, transcription factors encoded by *MYB*, basic helix-loop-helix (*bHLH*) and *WD40* also play important roles in controlling the expression of genes in the anthocyanin biosynthetic pathway [18,19,20]. In some cases, three transcription factors aggregate (e.g., *MYB-bHLH-WD40*) to regulate the expression of genes in the anthocyanin biosynthetic pathway [21]. The structural genes and transcription factors involved in anthocyanin biosynthesis have been identified in genetic analyses of model fruit trees such as apple, grape, and peach [22,23,24,25]. To date, the molecular mechanism of pigment accumulation in red walnut has not been studied in detail. There are many studies on anthocyanin synthesis in fruit trees, but we did not find any study of red walnut yet, so this study can enrich the knowledge about the metabolic mechanisms of red walnut.

Previously, we reported the pigment components of red walnut [26], but there have been no other reports on the pigments in red walnut leaf and peel or on the genes involved in their biosynthesis. Transcriptome analyses based on deep sequencing have been widely used for gene discovery, analysis of specific genes, and to estimate overall gene expression patterns in different varieties and/or tissues. With the publication of the complete genome sequence for walnut [27], transcriptomic analysis is an effective method to identify differentially expressed genes (DEGs) between red and green leaves and peel. Transcriptome sequencing of the leaf and peel at the ripening stage of walnut will provide useful insights into the molecular mechanisms of color development in these tissues. In this study, we analyzed the pigment levels in leaf and peel during the ripening stage of walnut. The leaf and peel transcriptomes were compared between green and red walnut to identify DEGs, especially those involved in pigment synthesis. The results of this study will be helpful not only for understanding the molecular mechanism of anthocyanin accumulation in walnut, but also for the development of molecular markers to use in selective breeding programs.

## 2. Results

### 2.1. Anthocyanin Composition and Content

The leaf of red walnut at the ripening stage contained four anthocyanins; delphinidin-3-*O*-galactoside, delphinidin-3-*O*-glucoside, cyanidin-3-*O*-galactoside, and cyanidin 3-*O*-arabinoside (Table 1). The major anthocyanin was cyanidin-3-*O*-galactoside with 0.676 mg kg^−1^. Only delphinidin-3-*O*-glucoside at 0.283 mg kg^−1^ was detected at fruit ripening stage of red walnut peel. However, we don’t find any component of anthocyanin biosynthesis in the leaf and peel of green walnut. 

### 2.2. mRNA Sequence

Twelve cDNA libraries were constructed from total RNA extracted from the leaf and fruit peel of the red and green cultivars (three replicates per tissue; red leaf: RY1, RY2, RY3; green leaf: NY1, NY2, NY3; red peel: RP1, RP2, RP3; green peel: NP1, NP2, and NP3). These cDNA libraries were subjected to pair-end reading with the Illumina Hiseq 2500 platform, and generated 21–33 million paired-end raw reads 100-bp in length (Table 2). After removing low-quality reads and trimming adapter sequences, we obtained 20–32 million clean reads for each library. Three biological replicates were used for RNA-seq. In correlation analyses, the R^2^ of the three replicates for each sample was greater than 0.95, which confirmed the consistency among the three biological replicates. Thus, the RNA-seq results were confirmed to be highly reliable for further analyses.

### 2.3. Sequence Alignment and Mapping to the Reference Genome

We used the public walnut genome (https://www.ncbi.nlm.nih.gov/genome/?term=Juglans%20regia) [24] as the reference genome. After quality control, the majority of the reads from red walnut leaf (82.79–83.77%), green walnut leaf (84.01–84.38%), red walnut peel (85.11–86.16%), and green walnut peel (84.51–85.25%) were successfully aligned to the reference genome. Most of the reads were aligned to a single position. After quality control, the reads from red walnut leaf (76.21–77.26%), green walnut leaf (77.39–77.47%), red walnut peel (77.81–78.87%), and green walnut peel (77.93–78.92%) were successfully aligned to the reference genome. Approximately equal numbers of reads from red and green walnut at the fruit ripening stage mapped to ‘+’ and ‘−’ strands. The number of non-spliced reads was approximately three times that of spliced reads (Table 3).

### 2.4. Analysis of Differentially Expressed Genes

To identify differences in gene expression between the two cultivars at the ripening stage, we normalized the gene expression levels to the Fragments Per Kilobase per Million (FPKM) values. All uniquely mapped reads were used to calculate the genes’ FPKM values. The DEGs were hierarchically clustered based on the log10 FPKM of the 12 samples, which allowed us to observe the overall gene expression patterns. 

We used the differential expression gene clustering method to identify DEGs in the leaf and peel between red and green walnut, and constructed a heatmap (Figure S1). The DEGs were identified and filtered using the following criteria: corrected *p*-value < 0.005 and log2 (fold change) value > 1. We compared the DEGs between cultivars within a specific stage. We compared the DEGs in the leaf and peel between cultivars at the fruit ripening stage. The number of DEGs between compared groups ranged from 886 to 3149 (average, 1136) (Table S1). In the leaf, 1423 genes were up-regulated and 3149 genes were down-regulated in red walnut, compared with green walnut. In the peel, 886 genes were up-regulated and 2154 genes were down-regulated in red walnut, compared with green walnut (Figure 1). 

### 2.5. Functional Annotation and Classification

To functionally annotate the red and green walnut transcriptome, 4568 unigenes in the leaf of red and green walnut were blasted against six public databases (Table S2). In total, 1726, 2902, 1384, 4541, 3578, and 4471 unigenes were annotated in the COG, GO, KEGG, NR, Swiss-Prot, and eggNOG database, respectively. Similarly, 3038 unigenes in the peel of red and green walnut were blasted against six public databases (Table S3), and 1152, 1939, 1008, 3014, 2368, and 2969 unigenes were annotated in the COG, GO, KEGG, NR, Swiss-Prot, and eggNOG database, respectively.

Gene Ontology (GO, http://www.geneontology.org/) is an international standardized system used to classify the function of the predicted genes. There are three major GO categories: molecular function, biological process, and cellular component. The DEGs between red and green walnut leaf and between red and green walnut peel were subjected to a GO enrichment analysis. In total, there were 52 significant terms in the biological process, cellular component, and molecular function categories (Figure 2, Table S4). The anthocyanins that confer the red leaf and peel color of red walnut are synthesized in the endoplasmic reticulum and transported into vacuole by a series of transporters [28]. Anthocyanin-containing compound biosynthetic process (GO:009718), regulation of anthocyanin biosynthetic process (GO:0031540), regulation of anthocyanin metabolic process (GO:0031537), anthocyanin containing compound metabolic process (GO:0046283), and anthocyanin accumulation in tissues in response to UV light (GO:0043481) were identified as subcategories that may contain candidate genes related to anthocyanin synthesis, transport, and metabolism.

To further evaluate the completeness of our transcriptome library and the effectiveness of the annotation process, COG annotations were selected, and 2998 unigenes in the leaf of red and green walnut were assigned to 26 COG categories (Figure S2). Among these categories, general functional prediction (588 unigenes, 19.61%) represented the largest group, followed by translation (378 unigenes, 12.61%), replication, recombination, and repair (352 unigenes, 11.74%) and signal transduction mechanisms (351 unigenes, 11.71%).

The smaller groups were chromatin structure and dynamics (11 unigenes, 0.37%), nucleotide metabolism and transport (19 unigenes, 0.63%), and intracellular trafficking and secretion (16 unigenes, 0.53%). The cell motility, nuclear structure, and extracellular structures groups did not contain any unigenes. In the peel of red and green walnut, 2091 unigenes were assigned to 26 COG categories (Figure S2). Among these categories, general functional prediction (432 unigenes, 20.66%) represented the largest group, followed by signal transduction mechanisms (282 unigenes, 13.49%), translation (278 unigenes, 13.3%) and replication, recombination, and repair (256 unigenes, 12.24%). The smaller groups were chromatin structure and dynamics (four unigenes, 0.19%), nucleotide metabolism and transport (nine unigenes, 0.43%), intracellular trafficking and secretion (9 unigenes, 0.43%), and cell motility (one unigene, 0.03%). The cell motility, nuclear structure, and extracellular structures groups did not contain any unigenes.

To identify the biological pathways activated in the leaf and peel of walnut, pathways enriched with DEGs were identified using tools at the KEGG database [29]. The plant hormone signal transduction pathway was enriched in the leaf of red and green walnut, and the plant-pathogen interaction pathway was enriched in the peel of red and green walnut (Figure 3, Table S5).We found 72 and 57 DEGs related to plant hormone signal transduction in the leaf and peel, respectively, and 18 of them were found in both the leaf and peel. Among these DEGs, 22 were up-regulated in the leaf, and 17 were up-regulated in the peel of red walnut, compared with green walnut. More genes were up-regulated in the leaf than in the peel of red walnut.

Approximately 90% of the reads from red and green walnut at the fruit ripening stage were mapped to exons, 3% to introns, and 4% to 7% to intergenic regions (Figure S3). The reads mapped to introns included those of residual pre-mRNA and introns retained during alternative splicing. Some reads were mapped to intergenic regions as a result of incomplete genome annotation.

### 2.6. Genes from Walnut Transcriptome Involved in Anthocyanin Biosynthesis

Based on annotations in public databases, four DEGs predicted to be involved in flavonoid/anthocyanin biosynthesis were identified in the leaf of red and green walnut (Table 4). *Jrgene13135*, *Jrgene36733*, *Jrgene1355*, and *Jrgene14301* were annotated as *PAL* (encoding phenylalanine ammonia-lyase), *CHS*, *F3′5′H* (encoding flavonoid 3′,5′-hydroxylase), and *UFGT* (encoding UDP glucose: flavonol 3-*O*-glucosyltransferase), respectively. 

Five DEGs in the peel of red and green walnut were predicted to participate in flavonoid/anthocyanin biosynthesis (Table 5): *Jrgene13135*, *Jrgene4994*, *Jrgene30190*, *Jrgene39130*, and *Jrgene39777* were annotated as *PAL*, *CHS*, *F3′5′H*, *F3H* (encoding flavanone 3-hydroxylase), and *UFGT*, respectively.

The spatial and temporal expression of structural genes in the anthocyanin biosynthesis pathway such as *F3H*, *DFR*, and *ANS* are controlled by transcription factors in the *MYB*, *bHLH*, and *WD40* families [30,31]. We found that one *MYB*, one *bHLH*, and one *WD40* (*Jrgene32450*, *Jrgene32411*, and *Jrgene7876*, respectively) were up-regulated in red walnut leaf and peel. The transcript levels of these transcription factors were positively related to the anthocyanin level in the leaf and peel of red walnut.

To confirm the unigenes identified from the sequencing data and further analyze the differences in gene expression profiles between the red and green leaf and peel at the ripening stage, seven unigenes related to anthocyanin biosynthesis in the leaf of red and green walnut (Figure 4) and eight unigenes in the peel of red and green walnut (Figure 5) were selected for qRT-PCR analyses. The genes showed different transcription patterns and differences in transcript abundance between the leaf and peel in red and green walnut. These qRT-PCR results were consistent with those obtained from the DGE expression profiling. 

## 3. Discussion

The anthocyanins detected in the leaf and peel of red walnut were delphinidin-3-*O*-galactoside, delphinidin-3-*O*-glucoside, cyanidin-3-*O*-galactoside, and cyanidin-3-*O*-arabinoside. The major anthocyanin was cyanidin-3-*O*-galactoside and microcrystalline delphinidin-3-*O*-glucoside was detected in red walnut peel at the fruit ripening stage. The anthocyanins that accumulate in red sweet cherry ‘Tieton’ during the ripening stage are cyanidin-3-*O*-rutinoside and cyanidin-3-*O*-glucoside, and these anthocyanins remain at low levels in yellow sweet cherry ‘13–33’ [32]. In grape, the main anthocyanin is malvidin-3,5-*O*-diglucoside [33]. Thus, the types and quantities of anthocyanins differ among different fruit species. In this study, we detected differences in the composition and concentrations of anthocyanins between the leaf and peel of red walnut. We also quantified differences in pigment accumulation between green and red walnut tissues. The results suggested that the pathways of anthocyanin synthesis differ between the leaf and peel of red walnut, and confirmed that the difference in coloration between red and green walnut is due to anthocyanin accumulation. The phenotypic differences were consistent with the results that the DEGs differed between the leaf and peel of red and green walnut.

Anthocyanins are synthesized in the phenylpropanoid and flavonoid pathways in reactions catalyzed by a series of enzymes (Figure 6). Flavonoids are synthesized in the cytosol by biosynthetic enzymes that form a super-molecular complex via protein-protein interactions and anchor in the endoplasmic reticulum membrane [34,35]. The biosynthetic enzymes belong to various families, such as 2-oxoglutarate-dependent dioxygenases (OGD), cytochromes P450 (P450) and glucosyltransferases (GT), suggesting that these enzymes have been recruited for anthocyanin synthesis from pre-existing metabolic pathways [36,37]. In the anthocyanin biosynthetic pathway, PAL catalyzes the first step in the phenylpropanoid pathway. Chalcone synthase, a polyketide synthase, is the first committed enzyme in anthocyanin biosynthesis, and catalyzes the conversion of chalcones to (2*S*)-naringenin, while *CHI* catalyzes the conversion of 2′,4′,4′,6′-tetrahydroxy chalcone to naringenin. The conversion of naringenin to dihydrokaempferol (DHK) is catalyzed by *F3H*, which belongs to the OGD family [38,39]. Flavonoid 3′-hydroxylase (*F3′H*) and flavonoid 3′,5′-hydroxylase (*F3′5′H*) are P450s that catalyze the hydroxylation of DHK to form (2*R*,3*R*)-dihydroquercetin and dihydromyricetin, respectively. They are the key enzymes determining the structures of anthocyanins, and therefore, they affect color formation [19]. Dihydroflavonols are reduced to their corresponding 3,4-*cis*-leucoanthocyanidins by dihydroflavonol 4-reductase (*DFR*). In some plant species such as petunia (*Petunia hybrida*) and cymbidium (*Cymbidium hybrida*), *DFR* has strict substrate specificity and cannot utilize DHK. This is why these species lack anthocyanins and cannot produce flowers with an orange/brick red color. Anthocyanidin synthase (ANS), which belongs to the OGD family, catalyzes the synthesis of corresponding colored anthocyanidins. Anthocyanidins are initially 3-glucosylated by UDP-glucose: flavonoid (or anthocyanidin) 3-glucosyltransferase [40]. The spatial and temporal expression of structural genes in the anthocyanin biosynthetic pathway is determined by a combination of R2R3 *MYB*, *bHLH*, and *WD40*-type transcription factors and their interactions. This has been well established in maize, *Arabidopsis*, petunia, and Japanese morning glory [41,42]. The *WD40* and *bHLH* proteins are pleiotropic, and are involved in multiple processes in addition to anthocyanin synthesis. They are thought to affect these processes via their interactions with specific MYB proteins [39]. In this study, we identified four unigenes related to the anthocyanin pathway in the leaf, and five unigenes related to the anthocyanin pathway in the peel. These unigenes may control color formation in red walnut. In some cases, two or more unigene sequences were annotated with the same gene name. These unigenes may represent different fragments of a single transcript or different members of a gene family [43]. 

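The genes named CHS in leaf and peel lie at separate places in the genome, as do those named F3′5′H. Jrgene36733, named CHS in the leaf, lies on the minus strand of scaffold NW_017443543.1 from 882165 to 888042, and Jrgene4994, named CHS in the peel, lies on the plus strand of scaffold NW_017388959.1 from 69706 to 71467. CHS encodes chalcone synthase, the entry enzyme of the flavonoid pathway. However, Table S3 of the paper matches Jrgene36733 to an aldo-keto reductase, and Jrgene4994 to chalcone synthase. Table S1 of the paper lists both genes as different between the colors in leaf and in peel. Jrgene1355 and Jrgene30190, both named F3′5′H, lie on scaffold NW_017388856.1 from 632502 to 637862 and on scaffold NW_017442760.1 from 11607 to 19072. Jrgene14301, named UFGT in the leaf, lies on scaffold NW_017389773.1 from 60907 to 64402. Jrgene39777, named UFGT in the peel, was listed in 0 of 42 libraries, so its position is not given here.

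These positions come from the lists of transcript structures that the authors deposited for 42 RNA-seq libraries of red and green walnut. Genes were found in the lists by the number in their names alone. Of the paper's numbered genes at hand, 85.2% were listed at the same number and 71.6% to 73.7% at shifted numbers. The identity is therefore not shown for each gene. Each range given runs between the most common first exon and the most common last exon of the gene. The labels number 4 groups of leaf and 3 groups of peel for each color, with 3 libraries in each group. These numbers are read here as stages, which no label dates. The labels do not say which of them is the ripening stage of the paper. Each list gives the first exons, last exons, retained introns, skipped exons and alternative exon ends found in a library, with no expression value and no read count, so the depth is unknown. The first and last exons of Jrgene1355, Jrgene30190 and Jrgene4994 were the same in all 42 libraries. The first exon of Jrgene36733 was also the same in 42 libraries, and its last exon, from 882165 to 882665, was the same in 41. Such constancy was common: 30038 of 31032 genes were listed in all 42 libraries. So were 31549 of 62149 first exons and 27656 of 54504 last exons. It therefore does not show that these transcripts were expressed alike, or at all, in each library. Scaffolds are named as in the lists, which do not name a genome build.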

The comparative analysis showed that there were different DEGs encoding the same enzyme in different tissues; i.e., *Jrgene36733* and *Jrgene4994* were annotated as *CHS*, *Jrgene1355* and *Jrgene30190* were annotated as *F3′5′H*, and *Jrgene14301* and *Jrgene39777* were annotated as *UFGT*. We consider that these pairs of unigenes represent homologous genes that function in different tissues. 

Previous studies have shown that anthocyanin content is correlated with the expression levels of certain anthocyanin biosynthetic genes in many fruit crops, such as apple, pear, and grape [22,44,45,46]. In the present study, the RNA-seq data revealed that four anthocyanin structural genes (*PAL*, *CHS*, *F3′5′H*, and *UFGT*) were up-regulated in red walnut leaf compared with green walnut leaf, and these expression patterns were confirmed in the qRT-PCR analyses. In the leaf of red and green walnut at the fruit ripening stage, *Jrgene13135* transcript levels were higher in red walnut than in green walnut. *Jrgene13135* was annotated as *PAL*, which encodes the enzyme that catalyzes the first step of the phenylpropanoid pathway [47]. We did not find any DEGs annotated as *C4H* and *4CL*, which encode the enzymes required for the production of 4-coumaroyl-CoA. The first committed enzyme in the flavonoid pathway is *CHS* [48]. In this study, *Jrgene36733*, annotated as *CHS*, showed a significantly higher expressional level in red walnut than in green walnut. None of the DEGs were annotated as *CHI* or *F3H*. However, the DEG *Jrgene1355*, which was annotated as *F3′5′H*, showed significantly higher expression level in red walnut than in green walnut. Both *F3′H* [49] and *F3′5′H* [50] belong to the cytochrome P450 super family, and catalyze hydroxylation at the 3′ and 3′,5′ positions of the B-ring of the flavonoid to produce the precursors of cyanidin-based anthocyanins and delphinidin-based anthocyanins, respectively. The enzymes encoded by these genes may lead to greater production of flavones and leucodelphinidin, which are the substrates of cyanidin- and delphinidin-based anthocyanins. This is consistent with the fact that cyanidin- and delphinidin-based anthocyanins are the main pigments in red walnut. Dihydroflavonol is reduced by *DFR* to produce anthocyanidin. However, none of the DEGs between the leaf of red and green walnut were annotated as *DFR*. Previous studies have shown that the expression of *UFGT* is critical for fruit coloration in many plants, such as grape, strawberry and lychee [18,19,38,39,51,52]. We found that the transcript level of *UFGT* (*Jrgene14301*) was higher in red walnut leaf than in green walnut leaf. This result indicated that the biosynthesis of anthocyanin compounds is maintained at high levels in the red walnut during the fruit ripening stage. The higher expression levels of *PAL*, *CHS*, *F3′5′H*, and *UFGT* in red walnut leaf than in green walnut leaf suggested that these genes are responsible for color formation in the leaf of red walnut.

*Jrgene13135* was annotated as *PAL*, and its transcript levels were higher in red walnut leaves and peel than in green walnut leaves and peel. There were also significant differences in *CHS* [48] (*Jrgene4994)* transcript levels between red and green walnut, with higher transcript levels in green walnut peel. *Jrgene39130* and *Jrgene30190* were annotated as *F3H* [53] and *F3′5′H* [50], respectively, and both showed significantly higher transcript levels in green walnut peel than in red walnut peel. The opposite pattern was observed in the leaf. The higher transcript levels of these genes in green walnut peel than in red walnut peel is not unexpected, since green tissues can contain abundant colorless flavonoids. In addition, different members of a gene family that encode the same enzyme can be expressed in different tissues, as detected for *CHS*, *F3H*, and *F3′5′H* in this study. In other studies, *CHS* was found to be down-regulated in bicolor dahlia ‘Yuino’ [54], and *F3H* was down-regulated in colored yam [55]. Similarly, we observed that these genes were down-regulated in the peel of red walnut. We detected higher transcript levels of *UFGT* (*Jrgene39777*) in the red walnut peel than in the green walnut peel, suggesting that this gene plays an important role in anthocyanin accumulation in red walnut peel. We did not detect differences in transcript levels of *C4H*, *4CL*, *DFR*, and *CHI* between red and green walnut peel, suggesting that these genes do not affect anthocyanin biosynthesis in red walnut during the fruit ripening stage.

The transcription of genes encoding anthocyanin biosynthesis structural enzymes is controlled by transcription factors in the *MYB*, *bHLH*, and *WD40* families [56,57,58,59,60]. In many species, R2R3 *MYB* transcription factors play important roles in activating the expression of genes involved in anthocyanin biosynthesis. In apple, *MdMYB1/A/10/73* positively regulated anthocyanin synthesis in skin and flesh when co-expressed with *MdbHLH3* or *MdbHLH33* [61,62,63,64,65,66]. In grape, several R2R3 *MYBs* have been implicated in the control of anthocyanin biosynthesis [46]. In strawberry, *FaMYB10* acts as an activator, whereas *FaMYB1* acts as a repressor of anthocyanin biosynthesis, and both are expressed at high levels during the fruit ripening stage [67,68]. Pear *PpMYB10* (previously misassigned as *PyMYB10*) contributes to the red pigmentation of colored pear fruits [69]. In this study, a candidate *MYB* (*Jrgene32450*) showed higher expression in the leaf and peel of red walnut than in the leaf and peel of green walnut during the fruit ripening stage. This gene was identified as a homolog of *Arabidopsis LHY*, which is known to play important roles in anthocyanin biosynthesis [70]. 

A candidate *bHLH* gene (*Jrgene32411*) was also among the DEGs, and showed high homology to *Arabidopsis bHLH75*, which also positively regulates anthocyanin biosynthesis in *Arabidopsis* (https://www.ncbi.nlm.nih.gov/ gene/110224821). Its expression was higher in the leaf and peel of red walnut than in the leaf and peel of green walnut at the fruit ripening stage. A *WD40* (*Jrgene7876*) was up-regulated in the leaf and peel of red walnut compared to green walnut. This unigene showed homology to the *Malus × domestica* gene encoding the *WD40* repeat-containing protein 48 [71]. Its homolog in *Arabidopsis* is known to interact with GL, EGL and PAP to regulate anthocyanin biosynthesis [72]. These results indicate that members of the *MYB*, *bHLH* and *WD40* transcription factor families play key roles in regulating anthocyanin biosynthesis in the leaf and peel of red and green walnut. Many of the DEGs identified in this study are not known to be directly involved in anthocyanin synthesis. Further research is required to analyze the significance of differences in gene expression between red and green walnut.

A previous report introduced and described the phenology of red walnut varieties [3], and we have reported the pigment components of the red variety [28]. Analyses of the physiological characteristics of red walnut leaves (photosynthetic efficiency, fluorescence characteristics) showed that they are similar to those of common walnut. The results of the present study provide a preliminary overview of the molecular mechanism of pigment formation in red walnut. The genes that are up-regulated during color formation in red walnut could be used for gene cloning and marker-assisted selection breeding. In addition, red walnut represents a new cultivar that could be used for hybrid breeding.

## 4. Materials and Methods

### 4.1. Anthocyanin Extraction

The total anthocyanin content in the red walnut cultivars was assayed using the method presented by Kaisu et al. [73,74]. Anthocyanins were extracted in 10 mL of methanol (containing 0.05% hydrochloric acid) for 2 h at 4 °C in darkness. Anthocyanin content was measured at 552 nm.

### 4.2. Total RNA Extraction

The leaf and the peel were collected at the fruit ripening stage, three biological replicates were made at each stage. Total RNA was extracted using a modified CTAB method [75]. RNA degradation and contamination was monitored on 1% agarose gels. RNA purity was checked using a NanoPhotometer^®^ spectrophotometer (Implen, Westlake Village, CA, USA). RNA concentration was measured using a Qubit^®^ RNA Assay Kit in a Qubit^®^ 2.0 Flurometer (Life Technologies, Carlsbad, CA, USA). RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Agilent Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA).

### 4.3. Library Preparation for Transcriptome Sequencing

A total amount of 2 μg RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were generated using NEBNext UltraTM RNA Library Prep Kit for Illumina (NEB, Ipswich, MA, USA) following manufacturer’s recommendations and index codes were added to attribute sequences to each sample. Briefly, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Fragmentation was carried out using divalent cations under elevated temperature in NEBNext First Strand Synthesis Reaction Buffer (5×). First strand cDNA was synthesized using random hexamer primer and M-MuLV Reverse Transcriptase. Second strand cDNA synthesis was subsequently performed using DNA Polymerase I and RNase H. Remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After adenylation of 3′ ends of DNA fragments, NEBNext Adaptor with hairpin loop structure were ligated to prepare for hybridization. In order to select cDNA fragments of preferentially 240 bp in length, the library fragments were purified with AMPure XP system (Beckman Coulter, Beverly, MA, USA). Then 3 μL USER Enzyme (NEB) was used with size-selected, adaptor-ligated cDNA at 37 °C for 15 min followed by 5 min at 95 °C before PCR. Then PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers and Index (X) Primer. At last, PCR products were purified (AMPure XP system, Beckman Coulter, Inc., Brea, CA, USA) and library quality was assessed on the Agilent Bioanalyzer 2100 system.

### 4.4. Clustering and Sequencing

The clustering of the index-coded samples was performed on a cBot Cluster Generation System using TruSeq PE Cluster Kit v4-cBot-HS (Illumina) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina Hiseq 2500 platform and paired-end reads were generated. 

### 4.5. Transcriptome Assembly

Raw data (raw reads) of fastq format were firstly processed through in-house perl scripts. In this step, clean data(clean reads) were obtained by removing reads containing adapter, reads containing ploy-N and low quality reads from raw data. At the same time, Q20, Q30, GC-content and sequence duplication level of the clean data were calculated. All the downstream analyses were based on clean data with high quality. The adaptor sequences and low-quality sequence reads were removed from the data sets. Raw sequences were transformed into clean reads after data processing. These clean reads were then mapped to the reference genome sequence. Only reads with a perfect match or one mismatch were further analyzed and annotated based on the reference genome. Tophat2 tools soft were used to map with reference genome [76].

### 4.6. Gene Functional Annotation

Gene function was annotated using NCBI BLAST 2.2.28^+^ with an *E*-value threshold of 10^−5^ based on the following databases: NCBI non-redundant protein (Nr) sequences; NCBI non-redundant nucleotide (Nt) sequences; protein family (Pfam) was assigned using the HMMER3.0 package; 12 ukaryotic or Clusters of Orthologous Groups of proteins (KOG/COG); Swiss-Prot (a manually annotated and reviewed protein sequence database); the Kyoto Encyclopedia of Genes and Genomes (KEGG) Ortholog (KO) database categories were assigned to the unigene sequence using the KEGG Automatic Annotation Serve (KAAS) on line [29]; Blast2GO v2.5 (BioBam, Valencia, Spain) was used to obtain Gene Ontology (GO) annotation of unigenes based on BLASTX hits against the Nr database with a cut-off *E*-value of 10^−5^ [77].

### 4.7. Sequence Alignment and Mapping to Reference Transcripts

The Twelve cDNA libraries prepared from the same stage in red and green walnut leaves and peels (RY vs. NY, RP vs. NP) were constructed using the Illumina Truseq RNA Sample preparation Kit. The library preparations were sequenced on the Illumina Hiseq 2500 platform. 

To map the DGE reads, clean reads were obtained by removing low-quality reads and reads containing adapters or poly-N stretches from the raw data. The clean reads were mapped back onto the assembled transcriptome for each sample using RSEM [78].

### 4.8. Differential Gene Expression Analysis

Quantification of gene expression levels Gene expression levels were estimated by fragments per kilobase of transcript per million fragments mapped. The formula is shown as follow: FPKM = cDNA Fragments/[Mapped Fragments (Millions) × Transcript Length (kb)].

For the samples with biological replicates: Differential expression analysis of two groups were performed using the DESeq R package (1.10.1) (R-forge, brussal, Belgium). DESeq provide statistical routines for determining differential expression in digital gene expression data using a model based on the negative binomial distribution. The resulting P values were adjusted using the Benjamini and Hochberg’s approach for controlling the false discovery rate. Genes with an adjusted *p*-value < 0.05 found by DESeq were assigned as differentially expressed.

For the samples without biological replicates: Prior to differential gene expression analysis, for each sequenced library, the read counts were adjusted by edge R program package through one scaling normalized factor. Differential expression analysis of two samples was performed using the DEGseq (2010) R package. *p*-value was adjusted using *q*-value [79]. *q*-value < 0.005 and |log2 (fold change)| ≥ 1 was set as the threshold for significantly differential expression.

GO enrichment analysis of the differentially expressed genes (DEGs) was implemented by the GOseq R packages based Wallenius non-central hyper-geometric distribution [80] which can adjust for gene length bias in DEGs .

KEGG [29] is a database resource for understanding high-level functions and utilities of the biological system, such as the cell, the organism and the ecosystem, from molecular-level information, especially large-scale molecular datasets generated by genome sequencing and other high-throughput experimental technologies (http://www.genome.jp/kegg/). We used KOBAS [81] software to test the statistical enrichment of differential expression genes in KEGG pathways .

### 4.9. qRT-PCR Analysis

Seven unigenes in the leaf of red and green walnut, and eight unigenes in the peel of red and green walnut were chosen for validation using qRT-PCR. Specific primer pairs for selected genes used in qRT-PCR were designed (Table S6).The cDNA was transcribed from 2 μg of total RNA using the PrimeScript^TM^ II 1st Strand cDNA Synthesis Kit in 20 μL of reaction mixture. The qRT-PCR was performed with the LightCyclerR 480 II Detection System (Applied Biosystems, Foster City, CA, USA) with the LightCycler 480 SYBR Green I Master (CWBIO, Beijing, China). The thermal profile for SYBR Green I RT-PCR was 95 °C for 5 min, followed by 45 cycles of 95 °C for 10 s, 60 °C for 10 s and 72 °C for 10 s. Each plate was repeated three times in independent runs for all reference and selected genes. The reference gene (β-ACTIN) was used for normalization. The comparative CT method (2^−ΔΔCT^ method) was used to analyze the expression levels of the different genes [82].

### 4.10. Statistical Analysis

All of the experiments analyzed using data comparisons were repeated three times. Statistical analyses were performed using variance (ANOVA) followed by Duncan’s new multiple range tests with SPSS version 17.0 (SPSS, Chicago, IL, USA). A significance level of *p* < 0.01 was applied.

## 5. Conclusions

Red walnut is a new cultivar with a high anthocyanins content. This study investigated the transcriptome profiles of the leaf and peel in red and green walnut using Illumina RNA-seq technology. The transcriptome analysis identified thousands of DEGs between red and green walnut tissues. We used gene clustering and GO, COG, and KEGG pathway enrichment analyses to describe the transcriptional patterns of genes involved in anthocyanins accumulation. These data provide important information about the molecular mechanism of coloration in red walnut, and will be useful for further research on pigmentation in colored walnut and for the development of molecular markers for breeding.

## Figures and Tables

**Figure 1:**
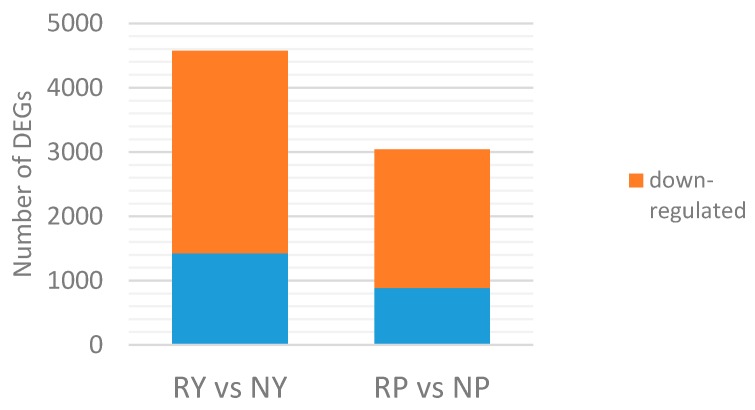
Unigenes differentially expressed between two different cultivars at fruit ripening stage. Blue: up-regulated genes; orange: down-regulated genes.

**Figure 2:**
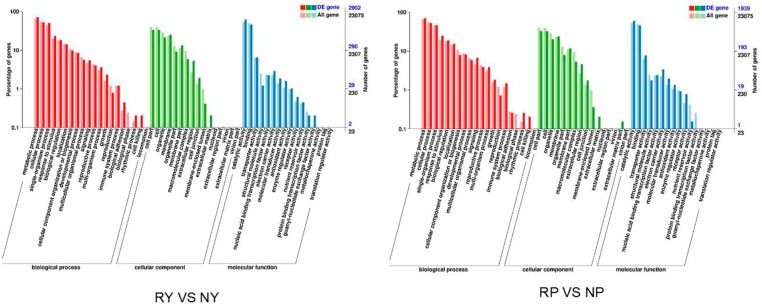
GO classification of unigenes in *Juglans regia* L. leaf and peel. Results are summarized in three main GO categories: biological process, cellular component, and molecular function.

**Figure 3:**
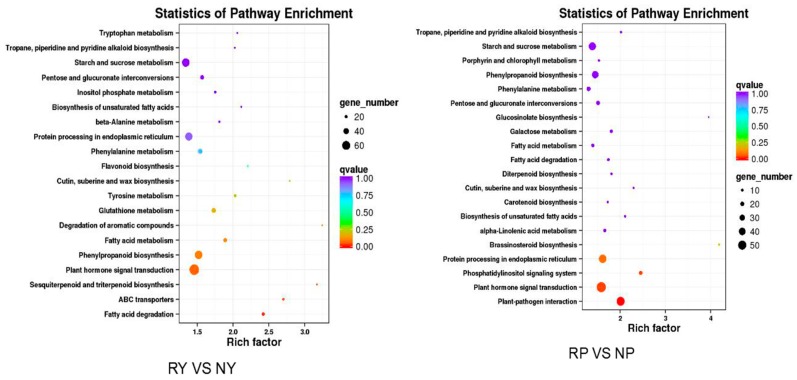
Statistics of KEGG pathway enrichment. Vertical axis shows pathways, horizontal axis shows enrichment factor. Size of dot represents number of DEGs in the pathway. Dot color corresponds to scope of *Q*-value.

**Figure 4:**
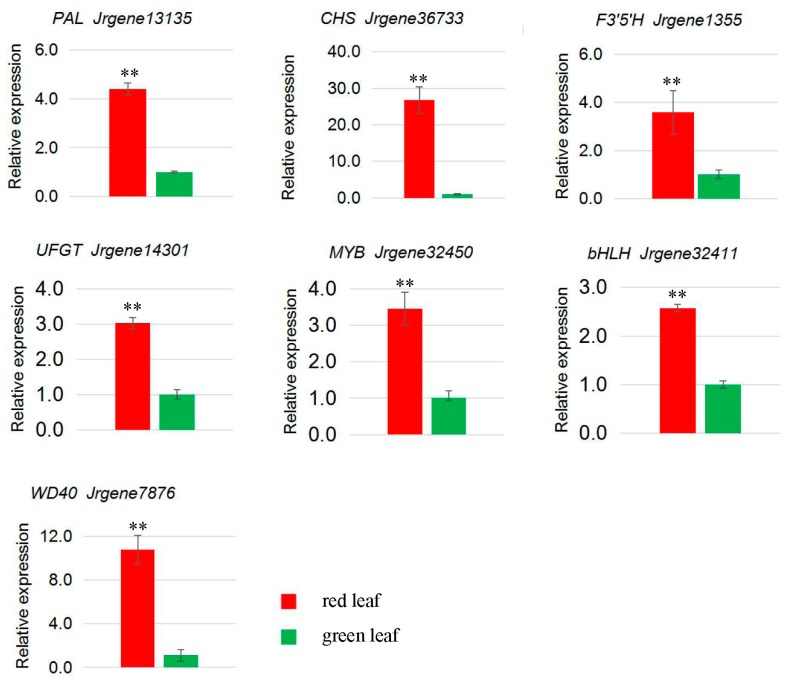
Expression analysis of seven candidate differentially expressed genes related to anthocyanin biosynthesis in leaf of red and green walnut at the fruit ripening stage by qRT-PCR. Relative transcript levels were calculated by ddCt method with *Actin* as the standard. ** *p* < 0.01.

**Figure 5:**
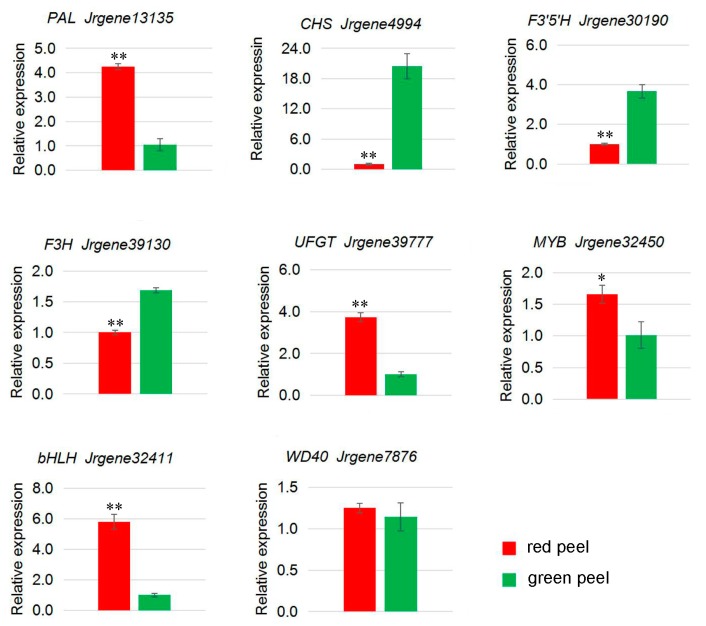
Expression analysis of eight candidate differentially expressed genes related to anthocyanin biosynthesis in the peel of red and green walnut at the fruit ripening stage by qRT-PCR. Relative transcript levels were calculated by the ddCt method with *Actin* as the standard. * *p* < 0.05, ** *p* < 0.01.

**Figure 6:**
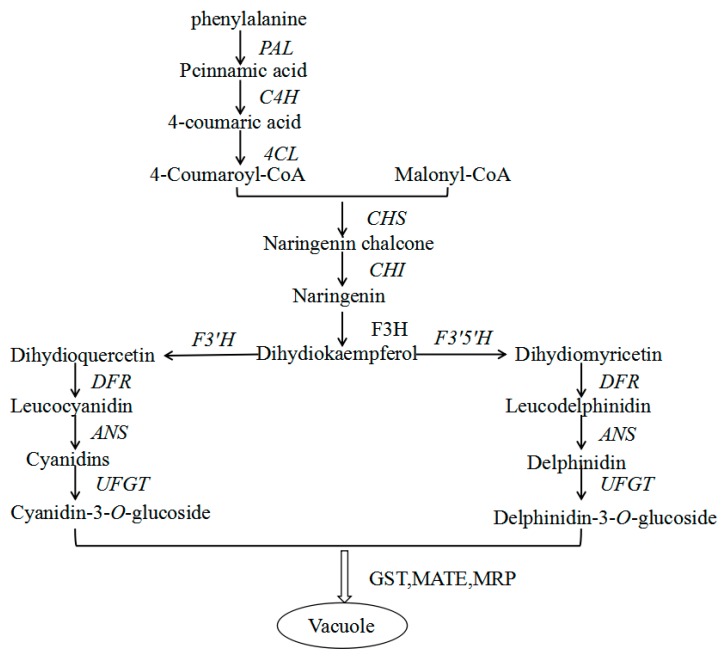
Anthocyanin biosynthetic pathway. Abbreviations: *PAL*, phenylalanine ammonia lyase; *C4H*, cinnamate-4-hydroxylase; *4CL*, 4-coumaroyl-coA synthase; *CHS*, chalcone synthase; *CHI*, chalcone isomerase; *F3′H*, flavonoid-3′-hydroxylase; *F3′5′H*, flavonoid-3′5′-hydroxylase; *F3H*, flavanone-3-hydroxylase; *DFR*, dihydroflavonol 4-reductase; *ANS*, anthocyanidin synthase; *UFGT*, flavonoid-3-O-glucosyltransferase; GST, glutathione S-transferase; MATE, toxic compound extrusion; MRP, multidrug resistance-associated protein.

**Table 1:** Anthocyanin concentrations in red and green walnut tissues at fruit ripening stage.

Period and Position	Anthocyanins (mg kg^−1^)			
	Delphinidin-3-*O*-Galactoside	Delphinidin-3-*O*-Glucoside	Cyanidin-3-*O*-Galactoside	Cyanidin-3-*O*-Arabinoside
Red leaf (RY)	0.080	0.293	0.676	0.123
Green leaf (NY, CK)	ND	ND	ND	ND
Red fruit peel (RP)	ND	0.283	ND	ND
Green fruit peel (NP, CK)	ND	ND	ND	ND

ND stands for not discovered.

**Table 2:** Summary of sequencing data.

Samples Name	Raw Reads	Clean Reads	Clean Bases	GC Content (%)	Q30 (%)
RY-1	23,306,215	22,779,186	6,676,568,814	45.68	94.05
RY-2	24,247,568	23,769,824	6,973,950,086	45.83	94.14
RY-3	21,691,848	21,343,231	6,272,412,100	46.01	93.78
NY-1	23,258,402	22,787,786	6,645,288,228	46.01	93.80
NY-2	26,601,923	26,078,697	7,635,444,098	45.96	93.83
NY-3	24,983,554	24,403,548	7,115,739,742	46.11	93.95
RP-1	24,568,131	24,232,274	7,126,004,890	46.58	93.94
RP-2	33,080,603	32,451,498	9,482,999,428	46.44	94.35
RP-3	28,654,652	28,000,182	8,248,082,522	46.32	93.90
NP-1	22,070,960	21,796,810	6,436,963,652	46.40	93.98
NP-2	21,233,811	20,845,557	6,190,372,176	46.26	93.66
NP-3	22,560,037	21,829,578	6,392,561,574	46.26	94.26

1–3: Three biological replicates of each tissue at fruit ripening stage; Raw reads: original number of reads obtained by sequencing; Clean reads: number of reads after removing low-quality reads and trimming adapter sequences; Clean bases: number of clean reads multiplied by length of clean reads. Q30: Phred score, indicates 99% and 99.9% accuracy of sequenced bases; GC content: percentage of G and C in total bases.

**Table 3:** Clean reads mapped to the reference genome.

Samples Name	Total Reads	Mapped Reads	Uniq Mapped Reads	Multiple Map Reads	Reads Map to ‘+’	Reads Map to ‘−’
RY-1	45,558,372	37,795,360 (82.96%)	34,764,686 (76.31%)	3,030,674 (6.65%)	18,136,253 (39.81%)	18,093,059 (39.71%)
RY-2	47,539,648	39,824,315 (83.77%)	36,730,552 (77.26%)	3,093,763 (6.51%)	19,145,848 (40.27%)	19,100,686 (40.18%)
RY-3	42,686,462	35,339,915 (82.79%)	32,530,754 (76.21%)	2,809,161 (6.58%)	16,959,449 (39.73%)	16,919,275 (39.64%)
NY-1	45,575,572	38,308,495 (84.05%)	35,308,726 (77.47%)	2,999,769 (6.58%)	18,402,601 (40.38%)	18,390,534 (40.35%)
NY-2	52,157,394	43,816,115 (84.01%)	40,369,542 (77.40%)	3,446,573 (6.61%)	21,050,148 (40.36%)	21,040,603 (40.34%)
NY-3	48,807,096	41,183,630 (84.38%)	37,772,027 (77.39%)	3,411,603 (6.99%)	19,718,031 (40.40%)	19,707,282 (40.38%)
RP-1	48,464,548	41,247,795 (85.11%)	37,712,174 (77.81%)	3,535,621 (7.30%)	19,584,181 (40.41%)	19,515,493 (40.27%)
RP-2	64,902,996	55,737,684 (85.88%)	51,160,661 (78.83%)	4,577,023 (7.05%)	26,528,679 (40.87%)	26,456,969 (40.76%)
RP-3	56,000,364	48,249,805 (86.16%)	44,167,278 (78.87%)	4,082,527 (7.29%)	22,926,566 (40.94%)	22,845,563 (40.80%)
NP-1	43,593,620	36,841,808 (84.51%)	33,972,850 (77.93%)	2,868,958 (6.58%)	17,632,332 (40.45%)	17,616,465 (40.41%)
NP-2	41,691,114	35,541,476 (85.25%)	32,900,607 (78.92%)	2,640,869 (6.33%)	17,063,308 (40.93%)	17,047,411 (40.89%)
NP-3	43,659,156	37,161,184 (85.12%)	34,291,341 (78.54%)	2,869,843 (6.57%)	17,795,242 (40.76%)	17,780,682 (40.73%)

**Table 4:** Expression profiles of anthocyanin biosynthesis genes in the leaf of walnut.

Gene_ID	FPKM Value		Annotation
	RY	NY	
*Jrgene13135*	155.58	25.96	*PAL*
*Jrgene36733*	65.03	1.98	*CHS*
*Jrgene1355*	26.26	4.93	*F3′5′H*
*Jrgene14301*	25.70	5.12	*UFGT*
*Jrgene32450*	294.37	156.67	*MYB*
*Jrgene32411*	1.92	0.52	*bHLH*
*Jrgene7876*	81.21	18.15	*WD40*

**Table 5:** Expression profiles of anthocyanin biosynthesis genes in walnut peel.

Gene_ID	FPKM Value		Annotation
	RP	NP	
*Jrgene13135*	286.55	21.74	*PAL*
*Jrgene4994*	0.47	4.70	*CHS*
*Jrgene30190*	0.14	6.09	*F3′5′H*
*Jrgene39130*	0.22	9.03	*F3H*
*Jrgene39777*	52.47	11.28	*UFGT*
*Jrgene32450*	30.76	5.21	*MYB*
*Jrgene32411*	9.50	0.56	*bHLH*
*Jrgene7876*	47.44	31.35	*WD40*

## Supplementary Materials

The following are available online.

# Supplementary material for: Comparative Transcriptome Analysis of Genes Involved in Anthocyanin Biosynthesis in Red and Green Walnut (Juglans regia L.)
**Source:** Molecules. 2017 Dec 22;23(1):25. doi: 10.3390/molecules23010025
**Supplement:** Supplementary file 1

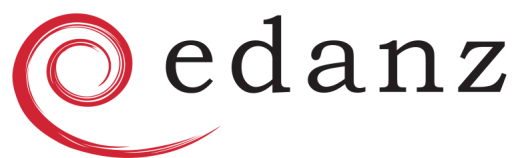

Certificate of English Editing

Date of Issue

18 December 2017

About the manuscript:

Title

Comparative Transcriptome Analysis of Genes Involved in Anthocyanin Biosynthesis in Red and Green Walnut (*Juglans regia* L.)

First Author

Yongzhou Li

Date of editing

6 December 2017

About the editor:

Editor

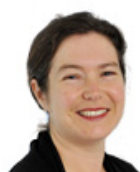

Jennifer Smith

Experienced editor, and peer reviewer for Functional Plant Biology and Enzyme and Microbial Technology

[Full profile](#)

Certificate issued by

Benjamin Shaw
Director

Liwen Bianji (Edanz Group China)

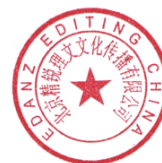

While this certificate confirms the authors have used Edanz's editing services, we cannot guarantee that additional changes have not been made after our edits.

Liwen Bianji (Edanz Group China)
Interchina Commercial Building, 1112A
No 33. Dengshikou Street, Dongcheng District, Beijing, P.C. 100006, China

# Supplementary material for: Comparative Transcriptome Analysis of Genes Involved in Anthocyanin Biosynthesis in Red and Green Walnut (Juglans regia L.)
**Source:** Molecules. 2017 Dec 22;23(1):25. doi: 10.3390/molecules23010025
**Supplement:** Supplementary file 1

S2a Table. Primer sequences for qRT-PCR analysis in the leaf of red and green walnut.

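The leaf genes measured by qRT-PCR differed in how many transcript structures they had across the deposited lists. Genes were matched to the lists by number alone, and each range given runs between the most common first and last exons. Jrgene1355, named F3′5′H, had 0 structures that varied between the 42 libraries, whereas Jrgene7876, named WD40, had 18 and Jrgene32450, named MYB, had 16. Overlapping structures with the same library counts, such as retained introns of Jrgene32450 that share the boundary at 78840, are counted separately here. Jrgene7876 lies on scaffold NW_017389209.1 from 87778 to 103567. A second first exon of this gene, ending at 90701, was listed in 7 of 12 red leaf libraries and 5 of 12 green leaf libraries with all labelled stages pooled. Jrgene32450 lies on scaffold NW_017443017.1 from 69837 to 79532, and an intron between 78617 and 78840, near its 5′ end, was retained in 6 of 12 red and 6 of 12 green leaf libraries. The intron of Jrgene14301 between 63085 and 63190 was retained in 2 of 12 red and 4 of 12 green leaf libraries. Jrgene32411, named bHLH, lies on scaffold NW_017443009.1 from 2908947 to 2910807, and its intron between 2909586 and 2909666 was retained in 7 of 12 red and 3 of 12 green leaf libraries.

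The genes in both primer tables had 61 varying structures, with overlapping ones counted separately and no lower limit on the number of libraries. For 40 of them, mostly found in few libraries, the test between red and green walnut could not give a p under 0.05 (exact conditional Cochran-Mantel-Haenszel test within stages over the 42 libraries, two-sided). Of the other 21, 0 had an unadjusted p under 0.05 in this exact test, and the adjusted p was 1 for each by the Benjamini-Hochberg method over the 61. The lowest unadjusted p of the same exact test was 0.088, for the retained intron of Jrgene32411. The rule by which a structure enters a list is not known, and the lists give no read counts. Absence of a structure from a library therefore does not show that the transcript was absent. The primers were not placed on these structures, since no genome sequence was used.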

Genes	Transcripts ID	Forward primer	Reverse primer
<i>PAL</i>	<i>Jrgene13135</i>	GCTTTGTTTCAGGGATGTG	TGGTGCTTGTAGGTGGG
<i>CHS</i>	<i>Jrgene36733</i>	TTATTCATTGGCCCGTAAGC	GGATCTTTGCTGTGGCAAGT
<i>F3'5'H</i>	<i>Jrgene1355</i>	GCTCTCGGGTGTGTTGTGAAT	TCACCATCCTCTCAGCCATT
<i>UFGT</i>	<i>Jrgene14301</i>	AACGAAGACCGAGCCA	AGCCAGGAATGAAGGAAC
<i>MYB</i>	<i>Jrgene32450</i>	GGAGAAGGAGGCGGTCATTA	GAATGATGCGCTTCCTGGAG
<i>bHLH</i>	<i>Jrgene32411</i>	CAACAAGCAGCTCAGAAAGC	GTAGCTTGGCCTCTTTTTCG
<i>WD40</i>	<i>Jrgene7876</i>	CTTGCCAGCACTCCAACATT	CCAGCCAAGAAAGAACCACC
<i>β-ACTIN</i>		GCCGAACGGGAAATTGTC	AGAGATGGCTGGAAGAGG

S2b Table. 

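Among the genes measured by qRT-PCR in the peel, Jrgene39130, named F3H, lies on the minus strand of scaffold NW_017443583.1 from 939375 to 943732. F3H encodes flavanone 3-hydroxylase, which acts before the branch to anthocyanins. Its main first exon, from 943646 to 943732, and its last exon, from 939375 to 939611, were listed in all 42 libraries, and a second first exon bounded by a splice site at 940120 was listed in 2 of 9 green peel libraries and in 0 of 9 red peel libraries. Jrgene13135, named PAL, lies on scaffold NW_017389665.1 from 128234 to 142019 by its most common first and last exons. A first exon bounded at 142061, listed in 3 of 42 libraries, lies beyond this range. Its usual first exon is bounded by a splice site at 141700 and was listed in 7 of 9 red and 8 of 9 green peel libraries, and a first exon further downstream, bounded at 130496, was listed in 1 of 9 red and 1 of 9 green peel libraries. In the peel, the intron of Jrgene32450 between 78617 and 78840 was retained in 5 of 9 red libraries and 1 of 9 green libraries, and the difference between the colors over leaf and peel together did not pass the threshold (exact conditional Cochran-Mantel-Haenszel test within stages, two-sided, p = 0.366, adjusted p = 1). The retained intron of Jrgene32411 was listed in 1 of 9 red and 0 of 9 green peel libraries. The stages of these libraries are the numbers in the labels, and none was taken as the ripening stage of the paper. As for the leaf genes, the peel genes were matched to the lists by number alone.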

Primer sequences for qRT-PCR analysis in the peel of red and green walnut.

Genes	Transcripts ID	Forward primer	Reverse primer
<i>PAL</i>	<i>Jrgene13135</i>	GCTTTGTTTCAGGGATGTG	GGGTGGATGTTTCGTGGT
<i>CHS</i>	<i>Jrgene4994</i>	ACCCCGATACAAGCGTTGA	AACACCAAATGGGGTGAAAG
<i>F3'5'H</i>	<i>Jrgene30190</i>	AGCAATTGATTGGGCACTCT	TCATGAGGAAGCAAAAAGTGG
<i>F3H</i>	<i>Jrgene39130</i>	CCTTGGTGATCAAATGCAGA	AGCAATCCACAGGTCCAATC
<i>UFGT</i>	<i>Jrgene39777</i>	AATACTGCCTGTTGGTCC	TCTTGAGGGCTGTTGC
<i>MYB</i>	<i>Jrgene32450</i>	GGAGAAGGAGGCGGTCATTA	GAATGATGCGCTTCCTGGAG
<i>bHLH</i>	<i>Jrgene32411</i>	CAACAAGCAGCTCAGAAAGC	GTAGCTTGGCCTCTTTTTCG
<i>WD40</i>	<i>Jrgene7876</i>	CTTGCCAGCACTCCAACATT	CCAGCCAAGAAAGAACCACC
<i>β-ACTIN</i>		GCCGAACGGGAAATTGTC	AGAGATGGCTGGAAGAGG

# Supplementary material for: Comparative Transcriptome Analysis of Genes Involved in Anthocyanin Biosynthesis in Red and Green Walnut (Juglans regia L.)
**Source:** Molecules. 2017 Dec 22;23(1):25. doi: 10.3390/molecules23010025
**Supplement:** Supplementary file 1

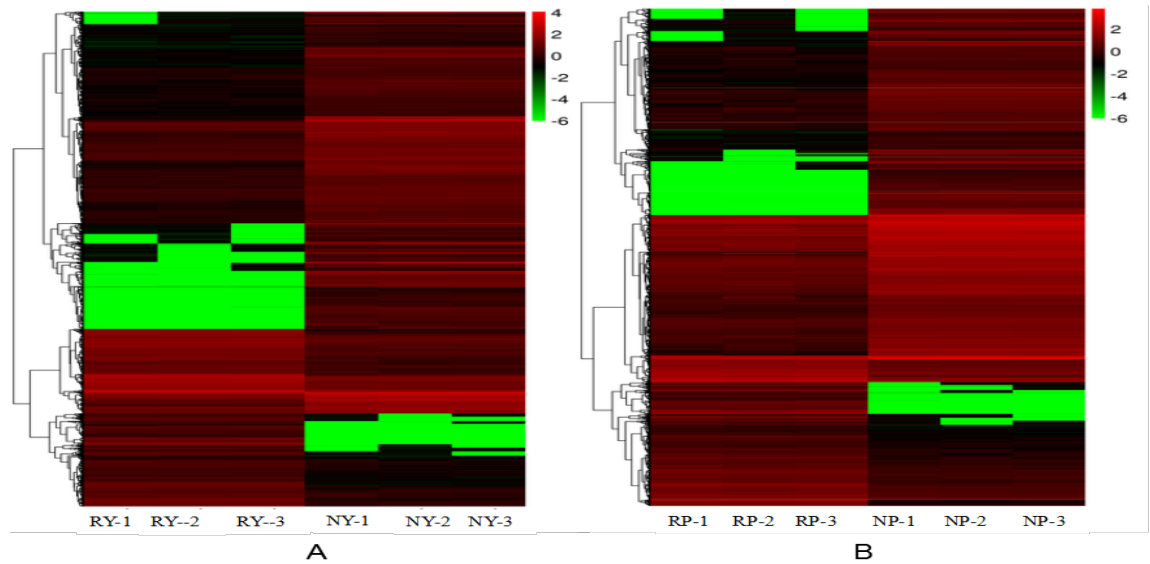

**Fig.S1** The heatmap of the differential expression genes.A The heatmap of all the differential expression genes in the leaf of red and green walnut.B The heatmap of all the differential expression genes in the peel of red and green walnut.

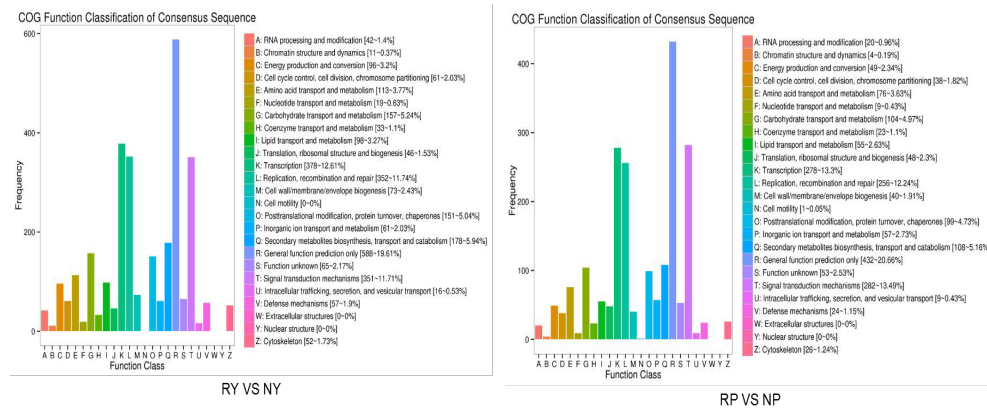

**Fig.S2.**Histogram of COG classification.The leaf of red and green walnut 2998 unigenes and the peel of red and green walnut 2091 unigenes in 26 COG categories.

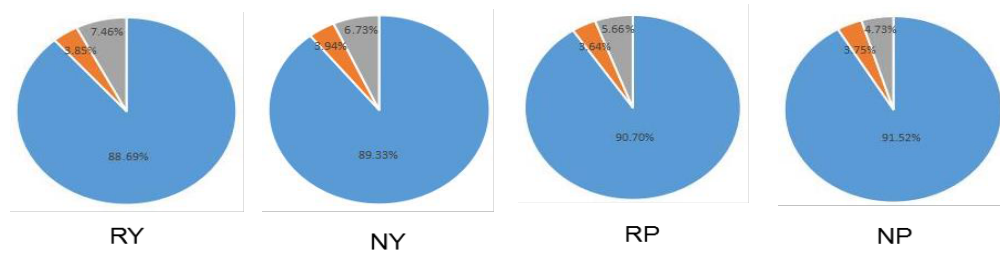

**Fig.S3** Percent of reads mapped to genome regions. The blue part refers to percentage of reads mapped to exons; the orange part refer to percentage of reads mapped to intergenic regions; the gray part refer to percentage of reads mapped to introns.

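Fig. S3 divides the aligned reads of each library by the part of the genome they fell on: exons, introns, or the sequence between annotated genes. In the paper, the intron reads include those of residual pre-mRNA, which still holds its introns, and of introns kept in the transcript by alternative splicing. A retained intron is one that a transcript of the gene spans while another transcript of the same gene splices it out. Some of the reads between genes are ascribed in the paper to incomplete annotation of the genome. The reads behind Fig. S3 were not analysed here.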

How the deposited data were processed for this re-analysis (not part of the article)

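The deposited files cover 42 RNA-seq libraries of walnut: red and green leaf at 4 labelled stages and red and green peel at 3 labelled stages, with 3 libraries in each of the 14 groups. A labelled stage is the number after the tissue in the sample title, read here as a stage. No label dates these numbers or says that they follow the order of development. The paper reports 12 libraries from 1 stage, called the fruit ripening stage. Neither the labels nor the paper says which labelled stage that is, so no stage was taken as the paper's, and no data were placed beside the paper's conclusions on expression. Nothing in the labels says whether the 3 libraries of a group came from separate trees, so p-values measure the spread between these libraries. Red and green walnut are different cultivars, so a difference by color is also a difference by cultivar.

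The names of the files announce FPKM values, but the values the authors deposited are coordinates of transcript structures and not FPKM. Each of these other values is the position of a first exon, last exon, retained intron, skipped exon or alternative exon end in the transcripts assembled for a library, with its gene and strand. The submitters' processing notes name HISAT2 2.0, StringTie 1.3.0, Bowtie 0.12.2 and a mouse genome build, while the paper names Tophat2, RSEM and the public walnut genome. The program that made the lists is not given in the sources used here. The lists hold 98123 to 109990 lines per library and no read counts, so depth and its precision are unknown. The analyses planned before the data were examined, which needed FPKM values, could not be run. These were the limma tests of red against green walnut, the gene lists, the replicate correlations and the matching of libraries to Table S1.

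Lines that repeated an event were counted once (691 to 1021 lines per library). An intron or skipped exon was identified by its gene and both ends, and the other events by gene and splice position. Gene names were taken from the paper's Tables 4 and 5 and from Table S3, of which the copy used here is shortened. None of the 31032 gene IDs in the lists matched the walnut gene table supplied for names (0 matched). Gene numbers of the lists and of the paper's tables were compared by shifting them: of 3272 numbered genes in the rows of Table S1 at hand (1998 of 4568 for leaf and 1998 of 3038 for peel), 85.2% were listed at the same number and 71.6% to 73.7% at numbers shifted by 1 to 5. A check tried before that one did not separate them: the Spearman correlation of Table S1 FPKM with the number of alternative events was -0.0358 at the same number and -0.0406 to 0.0287 at shifted numbers. The identity of the numbers therefore rests on the listing rate. The genes to be named under the rule set before the data were examined were the 11 genes of Tables 4 and 5, of which 10 are listed, and genes ranked by expression change, which could not be ranked. Other genes named below were chosen after their values were seen.

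The number of events per library was compared between red and green walnut by permuting color within stages (all 8000 groupings in peel, 100000 draws in leaf), between stages by permuting stage within color, and for the interaction of color and stage by permuting residuals of the additive model, each with 100000 draws. Each family of 10 tests (5 kinds of event in both tissues) was adjusted by the Benjamini-Hochberg method. Single events present in at least 6 libraries and absent from at least 6 were tested for color with an exact conditional Cochran-Mantel-Haenszel test within the 7 stages, two-sided, adjusted over 19938 events at 0.05. The tests were tried on simulated data. Of 200 simulated events present in 90% of one color and 10% of the other, 99.5% were recovered among 5000 events, with 2 false calls, 26.5% of events at 75% and 25%, and 0% of events at 60% and 40%. Simulated libraries were drawn independently, and unchanged events had the same frequency in both colors at a stage. The false calls therefore do not give the rate in the real lists, where libraries of a group resembled each other. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used. The tests and the alternatives were all chosen after the lists had been examined, and some were changed after their results were seen. Retained introns were taken for description after all 5 kinds of event had been tested. The two-sided p of the event test was redefined as 2 times the smaller tail after runs without 1 library had been seen, which left the counts of the full data unchanged. The test of depth first used skipped exons alone, and was widened to the 4 other kinds of event because most of the others had changed with retained introns, which turned 3 comparisons from evidence against depth to undecided. It was later extended from 2 to all 5 stages where the colors did not overlap, and its rule against depth was changed from 4 opposite kinds to at least 1 opposite and none on the same side, which decided peel stage 1 only. The test of gene expression was narrowed to events inside the gene after all kinds together had given 36 of 94 genes with events in both directions, since low coverage can create false transcript ends, and then to events found in different libraries, which left 10 of 40 genes. The share of retention over several introns was compared between the colors last.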

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

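All tests in this part were chosen after the deposited lists had been examined.

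The difference in retained introns between red and green walnut changed direction between labelled stages. In peel, red minus green was -190 introns at stage 1, -407 at stage 2 and 275 at stage 3, and at each of these stages the 3 red and 3 green libraries did not overlap (exact permutation test, p = 0.1 each, the smallest that 3 against 3 allow, and chance separates the groups in 10% of cases). The stage differences spanned 682 introns (permutation of residuals for color by stage, p = 0.00021, adjusted p = 0.000525 over 10 tests). In leaf they spanned 549.7 introns (permutation p = 0.00505, adjusted p = 0.00631), from -309.7 at stage 3 to 240 at stage 2. Averaged over stages, the difference of red and green did not pass the threshold in leaf (-93 introns, permutation p = 0.196, adjusted p = 0.391) or in peel (-107.3 introns, exact permutation p = 0.237, adjusted p = 0.395).

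The interaction was not special to retained introns: it passed the adjusted threshold for 9 of the 10 pairs of event kind and tissue, all but first exons in peel (permutation p = 0.723). A difference in sequencing depth would move the other kinds of event the same way, at the 5 stages where the colors did not overlap. At peel stage 1 it argues against depth as the whole explanation that 0 of 4 other kinds were lower in red by more than their SD, with skipped exons (33.7 more, SD 7.79) and alternative exon ends (243.3 more, SD 29.3) higher. First exons (-36.7, SD 70.6) and last exons (-35.3, SD 60.0) were lower in red within their SD. The rule used here was set after the values had been seen, and it decided this stage only. At peel stage 2, 4 of 4 were lower in red, as lower depth would give, and at leaf stage 2, 3 of 4 were higher in red with retained introns and none was lower by more than its SD. The kinds were split at leaf stage 3, with 2 of 4 on the side of retained introns and 2 opposite (skipped exons 44 more in red, SD 32.1, and last exons 48.3 more, SD 33.6), and at peel stage 3, with 1 of 4 on their side (last exons) and 3 opposite (skipped exons -183, SD 42.2, alternative exon ends -163.3, SD 82.7, and first exons -94.3, SD 48.2), so depth is not decided at these stages. Unspliced RNA or genomic DNA stays open at these stages: the share of retention events over several neighboring introns went with retained introns in peel (red minus green -1.73 percentage points at stage 1, SD 0.498, -1.88 at stage 2, SD 0.525, and 3.61 at stage 3, SD 0.475), and differed by less than its SD at leaf stages 2 (0.316, SD 0.463) and 3 (0.282, SD 0.374), although more frequent retention of single introns would move it too. A difference between cultivars in the timing of development was not tested.

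Single events, which the paper does not analyze, also separated the colors. Of 19938 events tested, 201 were listed more often in red libraries and 221 more often in green, in 298 genes (exact conditional Cochran-Mantel-Haenszel test, adjusted p under 0.05). Events of 1 gene found in exactly the same libraries, often overlapping, are counted separately here, and counting them once leaves 177 and 192. The counts were 98 and 115 without leaf stage 1 and 104 and 120 without peel stage 2, and 125 and 154 when events present in and absent from at least 3 libraries were tested. In 100 groupings of the libraries within stages, the real one included, only 1 gave as many events, the real one, and the highest of the others gave 0. Random assignment of single libraries to a color therefore did not give such counts. Libraries of a group were most similar to each other, so regrouping single libraries does not test chance differences between whole groups. Retained introns made up 21 of the events more frequent in red and 46 of those more frequent in green. For the other kinds, the counts in red and green were 21 and 18 (skipped exons), 29 and 39 (alternative exon ends), 50 and 53 (first exons) and 80 and 65 (last exons). No test compared the kinds. An expression difference alone could list more events in the color with more transcript. Only 10 genes had several called retained introns, skipped exons or alternative exon ends with different libraries, and 1 of them, gene10415, had such events in both directions, too few to tell a difference in gene expression alone from a difference in splicing, since the lists hold no expression values. Sequence differences of the cultivars from the reference were not tested.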

How the results depend on the processing

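All alternatives here were chosen after the lists had been examined. The 20 alternatives set before then concern FPKM values (pseudocounts, filters, scalings, thresholds, fits and correlations) and were not run. The retained-intron tests in leaf and peel (red against green, stage, color by stage) kept their direction and side of the 0.05 threshold in the following alternatives. Repeated lines were kept, all retention forms were counted, or overlapping introns were counted once. Introns found in 1 library only were left out, a share of alternative events was used, or each library was left out in turn. Leaving out introns found in every library takes 484 from each library, so that alternative could not change a difference. Counts of events tied to color depended on the libraries entered. Without 1 library they were 155 to 194 in red and 174 to 212 in green. Leaving out leaf stage 1, 2, 3 or 4 gave 98, 130, 128 and 106 in red and 115, 145, 135 and 137 in green. Leaving out peel stage 1, 2 or 3 gave 105, 104 and 120 in red and 110, 120 and 151 in green. Fewer libraries enter these tests. With events present in and absent from at least 3 libraries, 125 were more frequent in red and 154 in green. With the replicate block, pairing same-numbered red and green libraries, 51 events were more frequent in red and 66 in green, and retained introns differed by -93 in leaf (exact p = 0.259) and -107.3 in peel (exact p = 0.320). The numbers showed no clear pairing: same-numbered libraries had correlations of -0.0127 to 0.00818 (21 pairs), and other-numbered ones -0.0103 to 0.0116 (42 pairs). Of 21 red libraries, 11 correlated best with their own number, more than random matching among 3 green libraries would give on average. Depth is unknown, so events missing from a list are not shown to be absent.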

Differences from the paper's values

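The files hold no expression values, so the only comparison possible was between the paper's tables. For Jrgene4994 (CHS) in the peel, the paper's Table 5 gives 0.47 FPKM in red and 4.70 in green walnut, whereas the mean of the paper's 3 columns in Table S1 is 1.26 ± 0.338 (SD, n = 3) in red and 24.7 ± 2.59 (SD, n = 3) in green. Both tables place it lower in red peel. The other 12 of 14 entries of Tables 4 and 5 whose genes are in the rows of Table S1 at hand equalled the means of the columns at the digits printed. The alternatives set before the data were examined concern the deposited files and do not apply to these entries.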

Other observations

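All tests in this part were chosen after the deposited lists had been examined. The genes named here, other than those of the paper's Tables 4 and 5, were also chosen after their values were seen, mostly from events tied to color whose gene has a match in the rows of Table S3 at hand. Names are matches to other species given there, and all genes matched there are among those the paper called different between the colors. The 2 genes without a match were chosen for the clearest separation of the colors.

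In gene20032, matched to GH3-1, a family that conjugates auxin to amino acids, a first exon with its inner end at 14250 of scaffold NW_017429180.1 was listed in 18 of 21 green and 0 of 21 red libraries (exact conditional Cochran-Mantel-Haenszel test, p = 3.13e-08, adjusted p = 5.66e-05). In gene10384, matched to a MATE efflux protein, a family of membrane transporters, the intron between 9052 and 9125 of scaffold NW_017389403.1 was retained in 19 of 21 red and 2 of 21 green libraries (same exact test, p = 1.3e-06, adjusted p = 0.000603), in 12 of 12 red leaf libraries and in 0 of 12 green ones. A first exon of the same gene bounded at 23351 went the other way, in 1 red and 17 green libraries (exact test, adjusted p = 0.000344). In gene31368, matched to a WRKY transcription factor, a last exon bounded at 385047 was listed in 0 red and 13 green libraries (exact test, adjusted p = 0.00214). Outside the annotated genes, gene31010 had a first exon in 21 of 21 red and 0 of 21 green libraries, and gene23653 had a pair of alternative exon ends in 0 of 21 red and 21 of 21 green libraries (exact test, adjusted p = 1.04e-05 for each). A last exon of gene23653 bounded at 10730, a position shared with that pair, went the other way, in 21 red and 1 green libraries (exact test, adjusted p = 2.49e-05). Low coverage can create false first and last exons, so the opposite directions in gene10384 and gene23653 do not by themselves show a switch between transcripts.

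Genes of several pathways in Table S5, which the paper called different, were looked up among the genes with an event tied to color. For flavonoid biosynthesis, 13 of 13 genes for leaf and 6 of 6 for peel were listed, and 0 of either had such an event. For phenylpropanoid biosynthesis in peel, 36 of 39 genes were listed and 0 had one. For circadian rhythm it was 1 of 5 listed genes for leaf, gene21203, and 0 of 6 for peel. Of all 31032 listed genes, 298 had such an event (0.960%), so a count of 0 in lists of this size says little about these pathways. Lists of Table S5 that are shortened in the copy used here were left out.

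Retained introns numbered 1431 to 4209 per library (median 2450.5) and fell from the first to the last labelled stage, from 3706 ± 147 to 2313 ± 114 in red leaf, 3997 ± 236 to 2324 ± 48.5 in green leaf, 2518 ± 67.7 to 1773 ± 34.8 in red peel and 2708 ± 109 to 1498 ± 62.6 in green peel (SD, n = 3). The fall was not steady in red leaf, where the number was lowest at stage 3 (2114 ± 90.1, SD, n = 3). Differences between stages within each color made up 97.6% of the variance around the color means in leaf and 96.7% in peel, and the part shared by both colors 94.7% and 86.0% (for the first 2 values, permutation of stage within color, p = 1e-05 in leaf, the smallest the draws can give, and 4e-05 in peel). Lower sequencing depth at the last stage would also lower the other kinds of event, and most of them did fall by more than their SD: 3 of 4 in green leaf, 3 of 4 in green peel, 3 of 4 in red leaf and 4 of 4 in red peel. Only skipped exons did not follow, with a rise of 170.3 in green leaf (SD 30.4) and 172.7 in green peel (SD 16.5) and a change of 6.67 in red leaf (SD 27.8). In red peel the kinds were split between stages 2 and 3. Retained introns fell there from 2038 ± 168 to 1773 ± 34.8 and first exons from 36304 ± 90.8 to 36058 ± 34.7 (SD, n = 3). Skipped exons rose from 3530 ± 20.6 to 3649 ± 55.7 and alternative exon ends from 9131 ± 68.6 to 9373 ± 112, and last exons went from 34281 ± 78.6 to 34354 ± 60.2. Depth can therefore not be told apart from a change in splicing in any group, since the lists hold no read counts. Unspliced RNA or genomic DNA may contribute: the share of retention events over several neighboring introns was 5.54 percentage points higher at the first than at the last stage in leaf (SD 1.01) and 6.67 points higher in peel (SD 1.61), as such RNA would give, although more frequent retention of single introns would raise it too. Stage is also confounded with any sequencing batch, which the labels do not give, and a change of splicing with development stays open as an untested explanation.

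The grouping of libraries by the labels was compared with the lists. Each of the 42 libraries was most similar, by the share of varying events in common, to a library of its own group (42 of 42). The median Jaccard index was 0.469 within groups and 0.389 between groups. The ranges overlapped, with a lowest value of 0.401 within groups and a highest of 0.475 between groups. Labels exchanged between whole groups would give the same result, so the color, tissue and stage of a group were not checked by it.

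The names in the paper's tables do not always match Table S3. In the rows at hand, Table S3 matches Jrgene13135, named PAL in Tables 4 and 5, to a peroxidase, and Jrgene36733, named CHS, to an aldo-keto reductase. It matches Jrgene4994 to chalcone synthase. By the paper's Table S1, Jrgene4994 was higher in red than in green leaf, at 23.4 ± 1.51 FPKM (SD, n = 3) against 4.56 ± 0.632 (SD, n = 3), and lower in red peel. The leaf table of the paper does not include this gene.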
